A study of Mus musculus with 4 samples. Its data were reported in "Nutrient restriction synergizes with retinoic acid to induce mammalian meiotic initiation in vitro" (2021).

How the data were processed

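Mouse spermatogonia in culture were profiled by droplet-based single-cell RNA sequencing in 4 samples of 4 groups, with 1 library per group. The authors deposited raw UMI counts per gene and barcode for the day 2 and day 4 libraries, as unfiltered matrices of 31053 genes by 6794880 barcodes each, with no cell calling and no pooling of libraries. The submitters' notes name Cell Ranger 3.0.2 and the builds mm10 and GRCh38 without a role for the latter, and all listed genes are mouse genes. The day 3 and vehicle libraries were not analysed here. Coordinates are those of GENCODE mouse release 21 on mm10, to which 99.9% of gene identifiers (31011) were matched.

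Cells were barcodes with at least 2000 genes and at most 10% mitochondrial UMIs, the study's stated filter, and doublets were not removed. Of 4207 barcodes at day 2 and 2763 at day 4 with that many genes, 134 and 65 exceeded the mitochondrial limit, and the kept cells held 89.4% and 89.6% of all UMIs. Each library was clustered on its own: counts were scaled to 10000 UMIs per cell and logged, 6000 variable genes were reduced to 30 principal components, and a graph of 20 nearest neighbours was clustered with the Leiden method at resolution 0.5. A cluster was named by markers fixed before the data were examined. The naming thresholds were set after the clusters were seen. A somatic class needed a summed marker level of 500 CPM, at least 3 of its markers in 10% of cells, and less than 1/4 of the median germ marker level of the library's clusters. Clusters that reached 500 CPM but not the rest were named mixed. A germ cell stage needed at least 3 markers 2 times above the rest of the library and 1 of its markers among the 10 leading genes. Clusters of few UMIs had a median of less than 1/3 of the library's. The feeder-like, macrophage-like and mixed clusters were left out of the germ cell pool, and clusters of few UMIs were kept in it.

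For each gene, UMIs were summed over germ cells and scaled by the pool's total to CPM, with exact Poisson 95% intervals. The ratio of day 4 to day 2 has an exact conditional binomial 95% interval, and shares have exact binomial (Clopper-Pearson) intervals. All of these intervals cover counting error only, and with 1 library per group no test was made and no p-value is given. A count of 0 was read as up to 3 counts, 0.0289 CPM at day 2 and 0.0342 CPM at day 4. The named genes are the 12 with the highest and the 12 with the lowest ratio among 3689 genes with at least 50 CPM on 1 of the days, leaving out mitochondrially encoded, ribosomal protein, feeder list and unnamed model genes; 16 key genes; and in each list the 2 highest and 2 lowest members with at least 10 CPM. Of these genes 1 is not reported here, and others are summarised in their list's counts. This rule, the 32 lists and 10 alternative settings for expression were fixed before the data were examined; 3 more settings were added after (without clusters of few UMIs, with the mixed cluster, and without the meiotic prophase-like cluster). A list's median log2 ratio over members with at least 5 CPM was set among 10000 random lists of the same size matched on expression in 20 bins, and called higher above percentile 97.5 or lower below percentile 2.5. For other settings, a list's median was set against a 95% bootstrap interval over its members (2000 draws), which covers the spread of members. In all, 12 lists were called higher, 4 lower and 16 not called. The lists share members, so their calls are not independent of each other. The name pattern for ribosomal proteins also took 10 kinase genes of the Rps6k family, 8 of them measured; without these, 91 genes had a median of 0.03. The alternative that takes ribosomal protein genes out of the total left out these kinase genes too, 0.0181% and 0.0185% of UMIs. The values set beside the interferon genes were chosen after the result was seen.

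Shares of cells were taken after thinning each cell at random to 5000 UMIs. Sex chromosome shares used 1088 X-linked and 733 Y-linked genes. Empty droplets were barcodes with 1 to 100 UMIs, 1404282 at day 2 and 1216453 at day 4. The doublet caller Scrublet, run as an alternative through scanpy, called only 2 and 3 cells at its own threshold. The cells above percentile 95 of its score were removed instead, which with tied scores came to 139 (3.41%) at day 2 and 130 (4.82%) at day 4, with medians of 35595 and 44241.5 UMIs. This replacement was made after the calls were seen.

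The ratios were tested on simulated data, Poisson counts drawn from the day 2 and day 4 means with 200 genes moved. The ratio's interval held the true value in 97.0% of 67 genes moved 1.5 times, 95.5% of 67 moved 2 times, 95.5% of 66 moved 4 times and 95.1% of 10111 unmoved genes. These counts follow the model that the interval assumes, so the check tests only the calculation. It cannot show the coverage for sums over cells of unequal depth. The list calls were tried on the measured ratios. Of 200 random lists of 15 genes 5.5% were called, and 100% of the same lists once moved 1.5 times. Such lists are drawn much like those behind the percentile, so they cannot show how often lists of genes regulated together are called. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.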

Results

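The study cultured mouse undifferentiated spermatogonia, the stem and progenitor cells of the male germ line, on feeder cells and moved them to nutrient restriction medium with retinoic acid, a treatment abbreviated NRRA. Droplet-based 3' RNA sequencing of single cells was run on 4 samples, each the only library of its group, so there are no replicates and no spread between cultures can be measured. The day 2 and day 4 libraries were compared. The day 3 and vehicle libraries were not analysed here. Between the days NRRA medium was exchanged for a medium made from the complete one, so nutrient restriction ended. This second medium left out the stem cell factors GDNF and FGF2, held melatonin, FSH, TGF-beta, pituitary extract and dihydrotestosterone, and did not list retinoic acid among its additions. It also held more serum replacement than the complete medium. So time, medium and library cannot be told apart in any difference below. The day 2 library held 118458412 unique molecular identifiers (UMIs), each standing for 1 captured RNA molecule, and the day 4 library 104817081. After the study's filter, 4073 cells were kept at day 2 with a median of 20665 UMIs and 5441 genes, and 2698 cells at day 4 with a median of 29188.5 UMIs and 6102.5 genes.

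Which cell types each culture held was read from clusters made within each library. Germ cells made up most of the kept cells in both libraries. At day 2, 3960 cells (97.2%) lay in 6 germ cell-like clusters, and at day 4, 2257 cells (83.7%) in 5 such clusters. These shares leave out the meiotic prophase-like cluster and the clusters of few UMIs given below. With these, germ cells were 4001 of 4073 cells at day 2 and 2537 of 2698 at day 4. A meiotic prophase-like cluster was found at day 4 only, with 200 cells (7.41%, exact binomial 95% interval 6.45 to 8.47%). It was named by meiotic genes that differ between the days, so its size is not compared with day 2, and it ranged from 4.45 to 20.99% of day 4 cells under other settings. Clustering of both libraries together placed 1 day 2 cell and 389 day 4 cells in this class, named by the same genes. Feeder fibroblast-like cells were 72 at day 2 (1.77%, 1.39 to 2.22%) and 89 at day 4 (3.30%, 2.66 to 4.04%), and the day 2 cluster also carried all 6 macrophage markers. At day 4, 27 cells (1.001%, 0.661 to 1.45%) formed a macrophage-like cluster, and 45 cells (1.67%, 1.22 to 2.23%) carried germ and feeder genes together, a class that held no cell at day 2. These classes depend on the setting. With both libraries clustered together, 15 day 2 cells were macrophage-like, while at day 4 no cell was mixed and 134 were feeder-like. The looser filter (1000 genes, 20% mitochondrial) gave 17 macrophage-like cells at day 2. The stricter filter (3000 genes, 5% mitochondrial) gave no mixed cell at day 4. Clusters of few UMIs with germ cell genes, left unnamed, held 41 cells at day 2 (1.007%, 0.723 to 1.36%) and 80 cells at day 4 in 2 clusters (2.15% and 0.815%). The day 2 cluster and the larger one of day 4 had the highest summed markers of undifferentiated spermatogonia in their libraries, 216 and 377 CPM. In each, 3 of these markers stood at least 2 times above the rest. The smaller day 4 cluster stood at 34.9 CPM.

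How germ cell expression at day 4 differed from that at day 2 was read from UMIs summed over germ cells, 103660735 UMIs of 4001 cells at day 2 and 87722843 UMIs of 2537 cells at day 4. Cells of many UMIs weigh more in these sums. A germ cluster of 108 cells at day 2 had a median of 66732.5 UMIs, and 1 of 187 cells at day 4 had 73449. Doublets were kept, and whether these clusters hold doublets was not asked. Genes of retinoic acid response stood at the low end of the ratios, and the meiotic chromosome genes Hormad1 and Tex12 stood among the highest. Cyp26a1, the enzyme that breaks down retinoic acid and a direct retinoic acid target (ENSMUSG00000024987, mm10 chromosome 19:37697798-37701536), stood at 62.2 CPM (UMIs of the gene scaled to a common total) at day 2 and 0.673 at day 4. That is 92.5 times lower (95% interval 71.6 to 122, counting error only). Stra8, the retinoic acid-induced gatekeeper of meiotic entry (ENSMUSG00000029848, chromosome 6:34920163-34939344), stood at 1743 and 126 CPM, 13.9 times lower (13.6 to 14.1). Fbxo2, a ubiquitin ligase subunit that recognises glycoproteins, was 4.94 times lower. Other genes with the lowest ratios were Ndufv3 of respiratory complex I (2.76 times lower), the histone gene Hist1h2ae (2.55), the peroxide-removing enzyme gene Gpx1 (2.496), Tma7 (2.39), Mgst3 (2.20), the homeobox gene Hoxb8 (2.20), Rgs10, a regulator of G protein signalling (2.11), and Nid2 of the basement membrane (2.09).

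Among genes with the highest ratios, the testis protease gene Prss50 (ENSMUSG00000048752, chromosome 9:110857967-110864629) was 5.30 times higher at day 4 (14.5 and 76.8 CPM, interval of the ratio 5.01 to 5.61). Ly6k, a germ cell surface protein needed for male fertility (ENSMUSG00000044678, chromosome 15:74796874-74799986), was 4.22 times higher (43.4 and 183 CPM, 4.09 to 4.37). Hormad1, which marks unsynapsed chromosome axes (ENSMUSG00000028109, chromosome 3:95559677-95587671), was 2.65 times higher (94.4 and 250.2 CPM, 2.59 to 2.72), and Tex12, of the central element of the synaptonemal complex, 2.42 times. X-linked Asb9 and Tslrn1 were 3.89 and 2.99 times higher, Sec11c of the signal peptidase 3.67, the neuropeptide gene Gal 3.31, Rragd, a GTPase of lysosomal nutrient sensing, 3.06, Cyba of the NADPH oxidase 3.05, the cyclin gene Ccnd1 2.57 and the transcription factor gene Egr4 2.33. Ddx4, the germ cell helicase, was close to equal (264 and 254 CPM), as was the mitotic cyclin gene Ccnb1 (163 and 158 CPM).

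**Figure D1:**
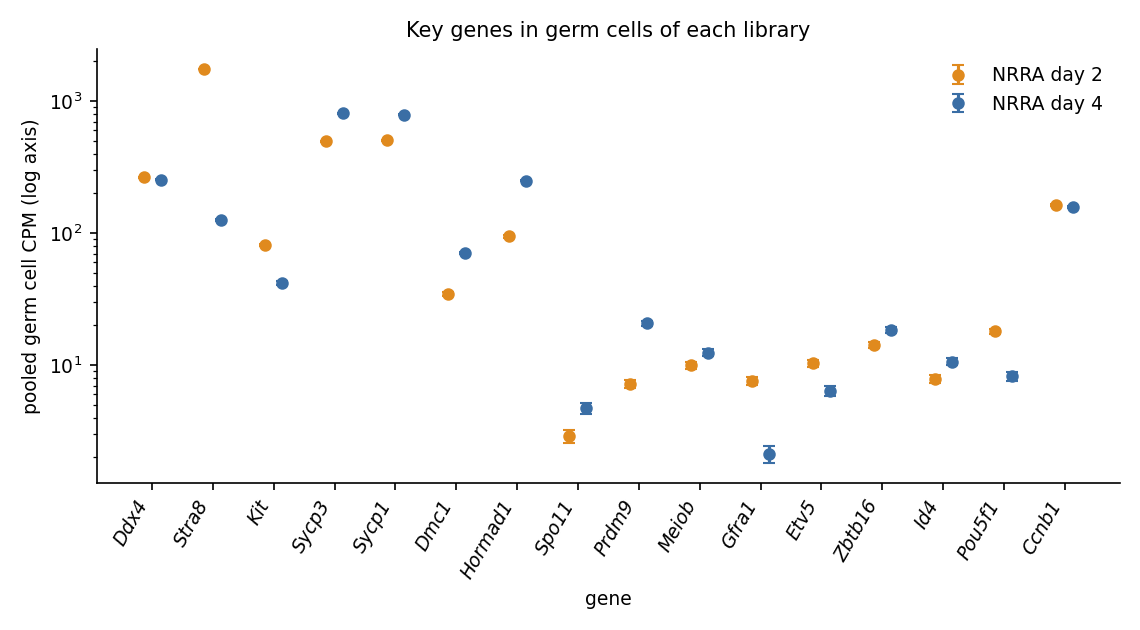
Pooled germ cell CPM on a log axis for the 16 key genes, with a point for each library (NRRA day 2 and NRRA day 4) and exact Poisson 95% intervals as bars. Stra8 lies at 1743 CPM at day 2 and 126 at day 4, while Hormad1 lies at 94.4 and 250.2.

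Whether meiotic genes stood higher at day 4 was asked of lists fixed before the data were examined. Genes of the synaptonemal complex, which joins homologous chromosomes, were higher: 6 of 10 measured members were at least 1.5 times higher, 0 lower and 4 between. Their median log2 ratio was 0.67, above all 10000 random lists of matched expression (percentile 100). Sycp3 of the lateral element stood at 498 and 805 CPM (1.62 times higher), Sycp1 of the transverse filament at 506 and 788 (1.56 times) and Sycp2 at 42.1 and 97.6 (2.32 times), while Syce3 was 1.24 times lower. Of 25 genes of double-strand breaks and recombination, 8 were higher, 0 lower and 17 between (median 0.33, percentile 100). Prdm9, which sets the sites of breaks, stood at 7.20 and 20.8 CPM (2.88 times higher, 2.65 to 3.15) and the strand exchange gene Dmc1 at 34.7 and 70.6 (2.04 times). Spo11, which makes the breaks, stood at 2.88 and 4.72 (1.64 times, 1.41 to 1.91), and Meiob at 10.0 and 12.4 (1.24 times). Meiotic cohesin genes, which hold sister chromatids together, had a median of 0.33 (percentile 98.8) with 1 of 4 higher, 1 lower and 2 between. Rad21l was 1.60 times higher and Smc1b 1.38, whereas Rec8, also a retinoic acid target, stood at 44.8 and 11.6 CPM, 3.87 times lower. The cohesin call was lost without the meiotic prophase-like cluster (0.23, percentile 96.1).

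Of 144 measured genes of the study's early meiosis list, 32 were higher, 4 lower and 108 between (median 0.16, percentile 100), with the cyclin gene Ccnb3 4.08 times higher at 8.35 and 34.1 CPM. That list comes in 5 numbered clusters. Its cluster 1 had 15 of 66 higher and 3 lower (0.19, percentile 100), cluster 2 had 5 of 26 higher and 1 lower (0.17, percentile 99.9) and cluster 3 had 8 of 21 higher and 0 lower (0.30, percentile 100). Its clusters 4 and 5 were not called, with 1 of 17 higher and 0 lower (-0.07, percentile 36.9) and 3 of 14 higher and 0 lower (0.13, percentile 97.2), though cluster 5 was called higher in 5 of 13 other settings. STRA8-dependent genes named by the study had 8 of 11 higher, 0 lower and 3 between (0.70, percentile 100). The early meiosis list was drawn from earlier collections and narrowed by the study on its own cultures, and the STRA8-dependent genes, known from earlier work, were named by the study from its single cells, so neither list is independent evidence of direction. Genes of later spermatocytes were not called, with 1 of 9 higher, 3 lower and 5 between (0.02, percentile 75.3). The heat shock gene Hspa2 stood at 48.4 and 54.2 CPM and the chaperone gene Clgn at 21.1 and 13.6. The largest germ clusters of the days differ in cell cycle genes, but their summed stage markers were close. Prophase markers stood at 2749 CPM in that of day 2 and 2818 in that of day 4, and undifferentiated markers at 83.6 and 74.7. Against the other cells of its day, that of day 4 was led by genes that include Utf1 and Nanos3. It had the lowest level of prophase markers among the 6 germ-like clusters of its day, those of few UMIs left aside. Between the largest germ clusters the synaptonemal complex median was 0.06 and those for recombination and cohesin were -0.13 and -0.47. All were without a call, and every call on the study's lists was lost too.

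**Figure D2:**
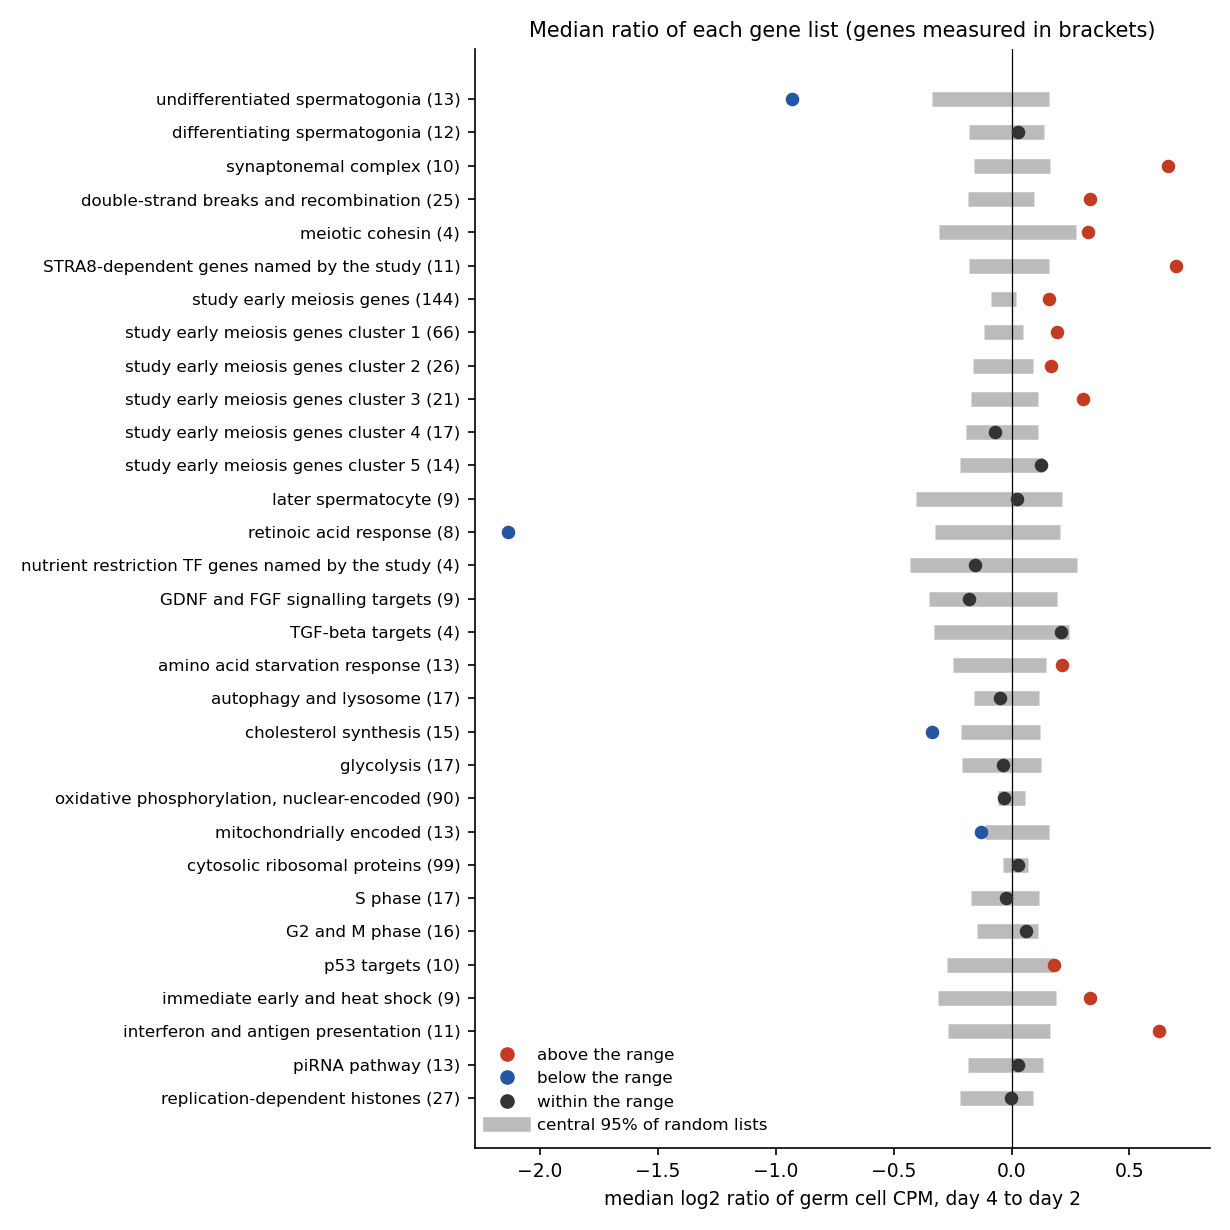
Median log2 ratio of day 4 to day 2 CPM in pooled germ cells for each gene list with more than 1 measured gene, as points coloured by call, with the central 95% of random lists of matched expression as bars. The retinoic acid response list lies lowest at -2.14 and the STRA8-dependent list highest at 0.70.

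Genes of retinoic acid response and of undifferentiated spermatogonia were lower at day 4. Of 8 measured retinoic acid response genes 7 were lower and 1 higher, with a median log2 ratio of -2.14 (percentile 0). Besides Cyp26a1 and Stra8, the retinoic acid receptor gene Rarb stood at 11.7 and 0.673 CPM, 17.4 times lower (13.4 to 23.01), and Crabp2, which carries retinoic acid in the cell, was 2.01 times lower. The exception was Gm4969, which encodes MEIOSIN, the partner of STRA8, at 8.16 and 31.1 CPM (3.80 times higher). Of 13 genes of undifferentiated spermatogonia 8 were lower, 1 higher and 4 between (median -0.93, percentile 0). Gfra1, a receptor part for GDNF, stood at 7.54 and 2.11 CPM (3.58 times lower, 3.04 to 4.22), Ret, its signalling partner, was 2.45 times lower, Utf1 3.13, the pluripotency gene Pou5f1 2.19 and Etv5 1.62. Nanos3, an RNA-binding repressor of germ cells, was 3.26 times higher, while Zbtb16 (1.30 times) and Id4 (1.34 times) were higher by less than 1.5 times. Nanos2, a stem cell gene below the minimum level for the list and chosen after its values were seen, was also higher, with 7 UMIs at day 2 and 102 at day 4 (17.2 times, 8.06 to 43.9). Genes of differentiating spermatogonia differed in both directions, with 3 of 12 higher, 4 lower and 5 between (0.03, percentile 72.0). Dmrtb1 was 5.57 times higher at 4.56 and 25.4 CPM, and the receptor gene Kit 1.95 times lower at 81.5 and 41.8 (1.87 to 2.03). The call on undifferentiated genes was lost between the largest germ clusters (-0.41, percentile 13.5).

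Starvation, cholesterol synthesis and signalling lists had medians nearer 0 than the retinoic acid response list. Amino acid starvation response genes had 2 of 13 higher, 0 lower and 11 between and were called higher (median 0.21, percentile 99.5). Ddit3, a stress transcription factor gene, stood at 6.15 and 11.5 CPM and Ddit4, an inhibitor of mTOR signalling, at 7.10 and 10.9, while Mthfd2 stood at 101 and 82.6. Cholesterol synthesis genes were called lower (-0.34, percentile 0.05) with 0 of 15 higher, 3 lower and 12 between. The reductase gene Dhcr7 was 1.68 times and Mvd 1.64 times lower, and Cyp51 stood at 83.8 and 90.0 CPM. GDNF and FGF signalling targets were not called, with 1 of 9 higher (Ccnd1), 2 lower and 6 between (-0.18, percentile 20.8), and the ETS factor gene Etv4 was 1.86 times lower. TGF-beta targets had 0 of 4 higher and 0 lower (0.21, percentile 95.8), with Pmepa1 at 68.3 and 90.9 CPM. The study linked a set of transcription factor genes to nutrient restriction, of which only some that its text names were listed here. These few do not speak for that set: 0 of 4 measured genes were higher, 1 lower and 3 between, with Sohlh1, a regulator of spermatogonial differentiation, at 210.0 and 269 CPM. Autophagy and lysosome genes had 2 of 17 higher and 1 lower (-0.05, percentile 35.1), with the autophagy receptor gene Sqstm1 at 124 and 202 CPM and Gabarapl1 at 13.1 and 24.1.

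Energy metabolism and cell cycle lists were near the background of all 10608 measured genes, whose median log2 ratio was -0.05. Glycolysis genes had 0 of 17 higher, 4 lower and 13 between (-0.03, percentile 54.8), with Gapdh at 966 and 1269 CPM and Aldoc at 33.2 and 17.9. Nuclear genes of oxidative phosphorylation had 0 of 90 higher and 3 lower (-0.03, percentile 14.6), among them Cox6b2, a testis isoform of cytochrome oxidase, 2.09 times lower. Mitochondrially encoded genes were called lower, with 0 of 13 beyond 1.5 times either way (-0.13, percentile 1.19), mt-Co1 being 1.34 times lower and mt-Nd1 1.37 times higher. That call was lost in 5 of 13 settings, in 1 of which, subtraction of free RNA, the list was called higher instead (0.17, percentile 98.2). Cytosolic ribosomal protein genes had 0 of 99 higher and 2 lower (0.03, percentile 58.6), with Rpl22l1 1.83 times lower. S phase genes had 0 of 17 higher and 1 lower, Uhrf1, which maintains DNA methylation (-0.02, percentile 54.0), and G2 and M phase genes 0 of 16 beyond 1.5 times either way (0.06, percentile 87.1). Between the largest germ clusters, S phase genes were called higher (0.31, percentile 99.98) and G2 and M phase genes lower (-1.27, percentile 0). Replication-dependent histone genes had 2 of 27 higher and 2 lower (-0.00, percentile 77.2), but the list was called higher in 3 of 13 other settings. Of piRNA pathway genes, which silence transposons, 1 of 13 was higher, Gpat2, and 0 lower (0.03, percentile 73.6).

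Interferon genes were higher at day 4, while few stress genes passed 1.5 times. Of 11 measured genes of interferon and antigen presentation 7 were higher, 0 lower and 4 between (median 0.63, percentile 100). Isg15, a ubiquitin-like protein induced by interferon (ENSMUSG00000035692, chromosome 4:156199424-156200818), stood at 3.69 and 40.8 CPM, 11.1 times higher (9.94 to 12.3). Bst2, which tethers virus particles, stood at 60.9 and 128 CPM, 2.10 times higher, and H2-D1, which presents antigen, at 314 and 537 CPM, 1.71 times higher, while the immunoproteasome gene Psmb9 was 1.32 times lower. Feeder-like cells held more Isg15 at day 4 too, 2145 CPM against 594 at day 2. RNA of feeder-like and macrophage-like cells in the day 4 germ cell pool would give 7.66% of the Isg15 difference and 2.12% of that in Bst2. Of 10 p53 targets 3 were higher and 0 lower (0.18, percentile 97.7), among them Ccng1 at 28.6 and 49.1 CPM and Bbc3, which promotes cell death, at 6.38 and 10.8. Immediate early and heat shock genes had 1 of 9 higher and 0 lower (0.33, percentile 99.9), with Jun at 19.5 and 30.8 CPM and Junb at 56.5 and 40.0. Without clusters of few UMIs neither of these 2 calls was kept (0.16, percentile 97.2, and 0.11, percentile 90.9), and under the stricter filter the call on immediate early genes was lost too (0.07, percentile 86.2). Between the largest germ clusters both medians were negative (-0.27 and -0.28). Of the feeder fibroblast list only Col1a1 was measured in germ cells, at 6.68 and 4.26 CPM (-0.65), too few for a percentile.

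How many germ cells held key transcripts was asked after each cell was thinned to 5000 UMIs, which left 3980 cells at day 2 and 2489 at day 4. Stra8 was found in 99.6% of germ cells at day 2 and in 41.8% (39.9 to 43.8%) at day 4, against 23.6% and 2.25% of feeder-like cells, which should lack it. Unthinned shares were 99.9% and 82.5%. Hormad1 was found in 38.2% and 62.4% (feeder-like 2.78% and 3.37%, unthinned 81.7% and 94.1%). Dmc1 was found in 16.6% and 30.2% (feeder-like 1.39% and 2.25%, unthinned 55.0% and 78.7%), and Prdm9 in 3.62% and 9.96% (feeder-like 0 and 1.12%, unthinned 16.3% and 37.5%). Sycp3 was found in 90.2% and 94.8% (feeder-like 11.1% and 8.99%, unthinned 99.3% and 98.4%), and Sycp1 in 89.6% and 95.7% (feeder-like 9.72% and 13.5%, unthinned 99.3% and 99.4%). Spo11 was found in 1.41% and 2.49% (feeder-like 0 and 0, unthinned 6.998% and 14.03%) and Meiob in 4.67% and 5.22% (feeder-like 1.39% and 0, unthinned 21.3% and 25.5%). Kit was found in 30.1% and 17.8% (feeder-like 0 and 1.12%, unthinned 68.1% and 57.8%). Pou5f1 was found in 8.84% and 3.98% (feeder-like 0 and 1.12%, unthinned 34.7% and 21.5%) and Gfra1 in 3.77% and 0.884% (feeder-like 1.39% and 0, unthinned 15.05% and 5.32%). Zbtb16 was found in 6.83% and 7.88% (feeder-like 1.39% and 3.37%, unthinned 27.0% and 35.1%) and Id4 in 3.67% and 5.54% (feeder-like 2.78% and 0, unthinned 16.9% and 25.7%). Ddx4 was found in 71.9% and 73.0% (feeder-like 8.33% and 3.37%, unthinned 97.0% and 96.8%) and Ccnb1 in 50.2% and 48.1% (feeder-like 2.78% and 1.12%, unthinned 86.1% and 85.3%). Etv5 was found in 4.52% and 2.85%, less often than in feeder-like cells with 5.56% and 4.49% (unthinned 20.1% and 16.4%). Feeder-like cells held Etv5 at 8.90 and 8.84 CPM against 10.3 and 6.36 in germ cells. Ddx4 stood at 20.5 and 10.1 CPM in feeder-like cells against 264 and 254. So feeder-like cells do not give the background of Etv5, and this control cannot judge it. Median depths before thinning were 20610.0 and 29133 UMIs in germ cells and 27779.5 and 37882 in feeder-like cells. With 72 and 89 feeder-like cells, a count of 0 allows a share of up to 4.17% at day 2 and 3.37% at day 4, so Spo11 on both days, Prdm9 at day 2 and Gfra1 at day 4 cannot be told from background by this control. Nor can Gfra1 and Meiob at day 2, Pou5f1 at day 4 and Zbtb16 on both days, whose shares lie within the 95% interval of the share in feeder-like cells. The share of Id4 at day 2 lies within it too. Feeder-like cells held Id4 at 8.46 CPM that day against 7.89 in germ cells, so there they do not give its background.

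The study compared sex chromosome transcription between its own clusters, and the same was asked here of the 2 days. X-linked genes gave 2.28% (2.276 to 2.282%) of germ cell UMIs at day 2 and 2.52% (2.51 to 2.52%) at day 4, a ratio of 1.10, and Y-linked genes 0.0453% and 0.0579%. Of 421 measured X-linked genes 39 were higher and 13 lower, and their median log2 ratio of 0.07 lay above that of all random autosomal lists, of which the central 95% lay between -0.09 and -0.02. The 9 measured Y-linked genes had a median of 0.52, with 4 higher and 0 lower. At day 4 the meiotic prophase-like cluster had the highest X-linked share of the germ cell clusters, 3.00%, and without it the day 4 share was 2.48%. Between the largest germ cluster of each day the direction turned, with 2.34% at day 2 and 2.27% at day 4. With mitochondrially encoded and ribosomal protein genes left out of the total, the shares of these clusters were close to equal, 2.980% and 2.986%.

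**Figure D3:**
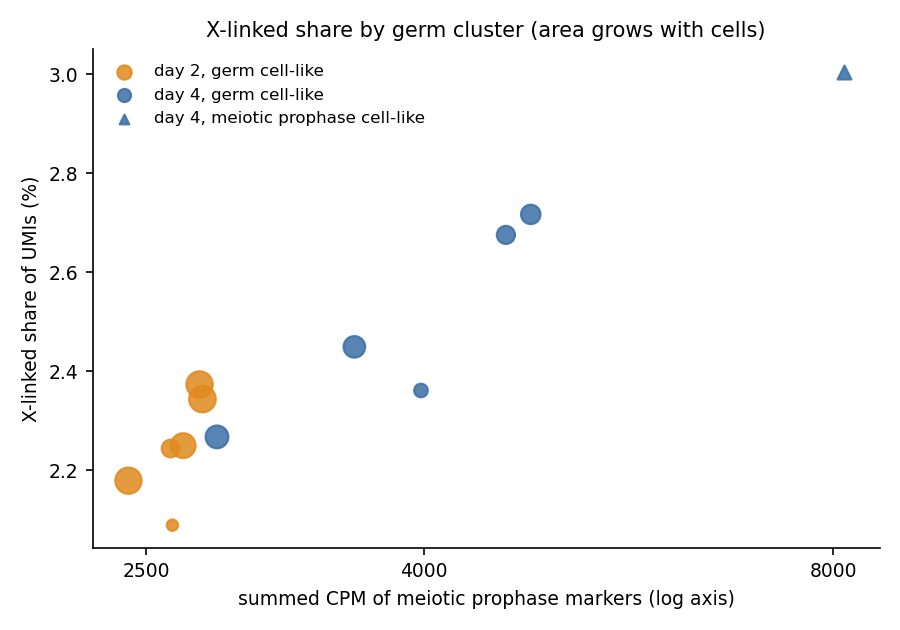
X-linked share of UMIs in percent against the summed CPM of meiotic prophase markers, 1 point per germ cell cluster other than those of few UMIs, by day, with a larger area for more cells. The plotted day 4 clusters run from 2.27% at 2818 CPM to 3.00% at 8146 CPM, and the 6 day 2 clusters lie between 2.09% and 2.37%.

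Free RNA in empty droplets, the background of all shares above, came mainly from germ cells. Across genes, which are not independent replicates, the log profile of barcodes with at most 100 UMIs correlated with that of germ cells at a Pearson coefficient of 0.985 at day 2 and 0.961 at day 4, and with that of feeder-like cells at 0.725 and 0.706. Stra8 stood at 1213 CPM in empty droplets at day 2 and 149 at day 4. Mitochondrially encoded genes took 9.76% of these UMIs at day 2 and 6.58% at day 4. If all feeder list UMIs in germ cells were free RNA, it would make up 11.9% of the germ cell pool at day 2 and 3.84% at day 4, which are upper estimates.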

Values the study reported

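The paper gives the number of cells collected as 6936 at 2 days and 5587 at 4 days of the treatment. Over its 4 samples it states that 25,607 cells were sequenced and 18,088 were selected, with at least 2000 genes and at most 10% mitochondrial content. Its pooled clustering used the top 6000 variable genes and 30 principal components, and its clusters 0 to 4 held 6487, 5286, 3860, 2170 and 285 cells.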

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

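The gene overlap test and the free RNA test below were chosen only after the result was seen, and the test on feeder-like cells was added once the gene overlap test had met neither bound, but written before its own result. The flagged values come from barcodes outside the comparisons. UMIs of each library were found at the cell barcodes of the other, although barcodes are drawn afresh for each library. Day 4 UMIs at the barcodes of day 2 cells came to a median of 0.807% of the cell's own UMIs, and day 2 UMIs at the barcodes of day 4 cells to 0.834%. A further 1074 barcodes had at least 200 genes in both libraries and were a cell in neither, against 2.57 by chance.

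Free RNA alone does not account for the UMIs at the other library's cells: the mean was 159.8 times that at other barcodes in the lower direction. The first test of index misassignment, in which sequencing reads of pooled libraries take each other's sample index, fell between its bounds, with the UMIs in genes of the same barcode's cell 5.59 points more often than in those of another cell. Genes of another cell already held 89.2% of the day 4 UMIs and 90.8% of the day 2 UMIs. That left no room for day 2 UMIs to reach the upper bound, which was set for both directions, so this test could not decide. The second test is in line with misassignment: at feeder-like barcodes the feeder list share of the other library's UMIs was 362 times (229 to 601) that at germ cell barcodes in the lower direction. No biological explanation was tested.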

How the results depend on the processing

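Of 16 called lists 4 kept their call in all 13 settings: retinoic acid response (medians -2.25 to -1.95), cholesterol synthesis (-0.79 to -0.27), amino acid starvation response (0.15 to 0.29) and interferon (0.61 to 0.77). Of 38 named genes 32 kept their direction throughout, the exceptions being Ccnb1, Ddx4, Id4, Meiob, Prdm9 and Sycp1. Over all settings 339 of 456 gene values stayed within their intervals, and 2 values of genes at least 1.5 times different changed direction. Of 403 list medians, 11 of called lists changed direction and 15 others moved out of their list's bootstrap interval, 9 of them to the other side of 0. The remaining 377 stayed within it. Such intervals can be wide and span 0 even for called lists. Examples are meiotic cohesin (-1.95 to 0.68) and undifferentiated spermatogonia (-1.17 to 0.19), so a median can stay inside and still differ much. Calls were also gained, 18 over 10 lists: cluster 5 of the early meiosis list in 5 settings (0.13 to 0.32), histone genes in 3 (0.14 to 0.43), TGF-beta targets in 2 (higher, 0.23 and 0.28), oxidative phosphorylation in 2 (lower, -0.0793 and -0.0506), and the others between the largest germ clusters. Of the 64 shares under other thinning 2 stayed within their intervals, as thinning sets the depth. The cause was not tested for any value that moved or changed direction. The stricter filter (3000 genes, 5% mitochondrial) kept 1745 and 1778 cells and gave 0.00881 for mitochondrially encoded and 0.0739 for immediate early genes, both without a call. Subtraction of free RNA gave 0.17 for mitochondrially encoded genes, with a call of higher. The meiotic prophase-like cluster held 4.45% of day 4 cells at resolution 0.2, 18.4% with 2000 variable genes, 14.4% with both libraries clustered together, 11.5% with doublets removed and 20.99% under the looser filter (1000 genes, 20% mitochondrial). In 3 settings an undifferentiated spermatogonium-like class was named, at day 4 only, with 272 cells at resolution 1, 274 under the looser filter and 173 under the stricter. Clusters of few UMIs held 0 cells at day 2 at resolution 0.2 and with 2000 variable genes, and 2.34% and 0.852% at day 4. The looser filter gave 0.53 for immediate early and 0.19 for histone genes, and the mean of per-cell values 0.61 and 0.43. Median-of-ratios scaling gave 0.21 for the early meiosis list and 0.0230 for S phase genes.

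The largest germ cluster of each day, 914 and 651 cells that differ in cell cycle genes, gave most of the values that moved or changed direction: synaptonemal complex 0.0617, recombination -0.13, cohesin -0.47, STRA8-dependent -0.00968, the early meiosis list -0.20 and its clusters 1 to 3 -0.27, -0.0508 and -0.25, later spermatocyte -0.94, TGF-beta targets -0.25, cholesterol synthesis -0.79, oxidative phosphorylation 0.0705, ribosomal proteins 0.23, S phase 0.31, G2 and M phase -1.27, p53 targets -0.27, immediate early -0.28, piRNA pathway -0.10, X-linked genes -0.22, Sycp1 -0.00274 and Prdm9 -0.0818. The X-linked and Y-linked share ratios were 0.967 and 1.12. Without the meiotic prophase-like cluster, a setting added after the data were seen, those ratios were 1.09 and 1.25. With 1 library per group, depth limits only the counting error, and no setting measures the spread between cultures.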

Other observations

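Levels of meiotic genes spanned a wider range over the germ cell clusters of day 4 than over those of day 2. Summed meiotic prophase markers ran from 2818 to 8146 CPM over the day 4 clusters, with clusters of few UMIs left aside, and from 2426 to 2749 CPM over the 6 at day 2. The largest day 2 cluster was led by mitotic genes such as Mki67, Kif11, Plk1 and Cenpe, and the largest day 4 cluster by genes that include Egr4, Utf1 and Nanos3. Utf1 and Nanos3 are in the list of undifferentiated spermatogonia, but only 1 of the fixed markers of that stage stood at least 2 times above the rest. These markers summed to 74.7 CPM there, against 83.6 in the largest day 2 cluster.

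Macrophage genes were found mainly outside the germ cells on both days. At day 2 macrophage markers lay in the feeder-like cluster, led by Ccl2 and Lyz2, and at day 4 a cluster of 27 cells carried all 6 markers. Lyz2, a macrophage lysozyme, stood at 0.637 CPM in the germ cell pool at day 2 and 4.16 at day 4. Within the day 4 germ cells, summed macrophage markers stood at 17.9 CPM in a germ cell-like cluster of 576 cells. The larger cluster of few UMIs had 11.0 CPM, and the other germ cell-like and meiotic prophase-like clusters 1.02 to 1.67. The cause was not tested.

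Cells that passed the study's filter numbered 4073 at day 2 and 2698 at day 4. Both are lower than the counts of collected cells that the paper gives, which were made before that filter.

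The higher X-linked share at day 4 was weighed against 3 technical explanations, of which the one from feeder RNA was chosen after the result was seen and the others before. A few abundant genes do not account for it: without the 10 X-linked genes of most UMIs the ratio was 1.08. Nor does another share of G2 and M phase transcripts, as the smallest ratio over 3 parts by that share was 1.07. Cells were not split by S phase, so the test cannot decide on the mix of other phases. Between the largest germ clusters, which differ in cell cycle genes, the ratio was 0.967 over all UMIs. Feeder RNA would add 1.08% of the difference. Within day 4, with clusters of few UMIs left aside, the cluster with the highest meiotic markers had the highest X-linked share (3.00%) and the one with the lowest markers the lowest share (2.27%), but no biological explanation was tested. The study describes less transcription from the sex chromosomes in its later clusters, the opposite direction, over clusters that pool all its samples and were not rebuilt here.

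Germ clusters of few UMIs also had few mitochondrial UMIs, and 5 tests were made, those on mitochondrial share and number of UMIs chosen after the result was seen and that on abundant genes added later, before its own result. Cells that had lost cytoplasm should be rich in the nuclear RNA Malat1, but its ratios to other germ cells, 0.886 to 1.35 (1.27 to 1.45), lay under the bound of 1.5 that was set in advance. Free RNA stays open: leading genes of the clusters stood 5.12, 17.0 and 2.08 times higher in empty droplets than in other germ cells, above the bound of 3 for free RNA in 2 of 3 clusters, against 153, 229 and 64.03 times in the clusters. Of abundant nuclear genes 3.44% in the day 2 cluster, between the bounds of 2 and 10%, and 13.2% and 13.8% in those of day 4 lay beyond 1.5 times the level in empty droplets, higher or lower, with their intervals. Neither the mitochondrial share, at most 0.413 times that of empty droplets, by which the clusters were singled out, nor the number of UMIs, at least 1462 times their mean and set by the cell filter, decides it, and no biological explanation was tested.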
